A study of Homo sapiens with 10 samples. Its data were reported in "Co-activation of super-enhancer-driven CCAT1 by TP63 and SOX2 promotes squamous cancer progression" (2018).

How the data were processed

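Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map histone H3 lysine 27 acetylation (H3K27ac), a mark of active promoters and enhancers, and the transcription factors TP63 and SOX2 in cell lines of esophageal squamous cell carcinoma (ESCC). The series holds 10 samples. Of these, 6 have a peak list: H3K27ac in the established lines KYSE140, KYSE70, TE5 and TT, and SOX2 and TP63 in TE5. The other 4 samples are the input libraries of the lines (sheared chromatin sequenced without an antibody), which enter here only through the peak statistics. Each group, defined by cell line and antibody as given in the sample titles, has 1 library, so no group has replicates and no cell line was tested against another.

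According to the methods of the study, single-end reads were aligned to hg19 with bowtie, PCR duplicates were removed with picard, and peaks were called with MACS2 with a fixed fragment length of 200 bp. Each list belongs to 1 library and was not made from pooled samples. The lowest −log10 q in the deposited lists was 2.00. Each deposited list gives the interval, the summit and 4 statistics for every peak. The fold enrichment, a linear ratio of the pileup to the local background, was computed by the authors with MACS2. The p-value and q-value of each peak were deposited as −log10 values. The integer score was deposited as well, equals 10 times the −log10 q rounded down, and was not used. Fold and q describe or rank peaks within a list and are the authors' values throughout. A duplicate-removed list underestimates coverage in strongly amplified DNA, and a fold computed against an input removes most, but not necessarily all, of a copy-number effect. Because a peak list holds no signal outside its peaks, a site without a peak was not called at this threshold, which does not mean it was unbound.

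All intervals lay within the chromosome lengths of the GRCh37 assembly (0 peaks ended beyond a chromosome and 0 lay on an unknown one), and all coordinates are GRCh37, counted from 1. Genes were taken from GENCODE release 44 mapped to GRCh37, restricted to protein-coding and lncRNA genes. CCAT1 is not named in that annotation. Its place was taken from gene order alone in the RefSeq table of GRCh38.p14, and it was represented by the GRCh37 interval between the end of PRNCR1 and the start of CASC8. Statements on CCAT1 refer to that interval, not to its promoter or exons.

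Read depth was reconstructed, because a peak list holds no read totals. MACS2 computes the fold as (pileup + 1)/(background + 1) and the p-value from a Poisson distribution with that background, so each pair of values was solved for the pileup and the background at the summit. The lowest background shared by at least 10 peaks is the genome-wide background, which was converted to reads with the MACS2 default for human, an effective genome of 2.7 Gb. That default is an assumption about the authors' run and scales every depth by the same factor. Between 99.5% and 100% of the peaks of a list gave a unique solution. In the SOX2 and TP63 lists, 100% of peaks had a solution with a whole-number pileup. Backgrounds above the genome-wide value and under 10 reads were whole reads of the TE5 input in 100% of 214 SOX2 peaks and 100% of 344 TP63 peaks, against 20% by chance. The lowest decile and the most frequent value of the background were alternatives. On simulated lists of 5000, 600 and 250 peaks, the procedure returned the simulated depths of 33, 19 and 24 M reads (M stands for a factor of 1e+06).

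Peaks of a pair of lists were called overlapping when they shared at least 1 bp. Chance overlap was estimated by moving all peaks of a list along their chromosomes by a random distance per chromosome, 100 times for H3K27ac and 1000 times for SOX2. Co-occupied TP63 and SOX2 peaks overlapped, and a unique peak had no peak of the other factor within 1 kb, as in the study. Stitched regions joined H3K27ac peaks within 12.5 kb, were ranked by the sum of fold times width, and were called super-enhancers above the point where the scaled rank curve has a slope of 1. The study ran ROSE on read signal, which a peak list does not hold, so ranks were not compared with those of the study. All other stitched regions are called typical enhancers, and promoters were not excluded. A locus was assigned the best-ranked region within 50 kb of the gene, or inside the interval for CCAT1. A summit was placed in a promoter from 1 kb upstream to 100 bp downstream of a start site, otherwise in an exon, an intron or intergenic sequence. The SOX motif (CWTTGT on either strand) and the p53-family motif (CWWGNNNNNNCWWG) were searched within 50 bp of each summit and in windows displaced by 1 kb to either side. Where the text calls TP63 peaks densely packed, at least 5 other TP63 peaks lay within 500 kb. That class was defined after the peak positions were seen.

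Shares carry exact (Clopper-Pearson) 95% confidence intervals, which cover counting error only. Classes of peaks or regions were compared with Fisher's exact test, motif shares with the exact McNemar test against each displaced side (the larger p is given), and fold between classes with an exact permutation test of the difference in medians. That test enumerated every choice of peaks in place of the random resamples first planned, since the co-occupied class was so small. All tests were two-sided. They compare peaks of these libraries and say nothing about variation between cultures. The groups, tests, alternatives and the rule for named items were fixed before the data were examined, apart from the dense-stretch class and the tests named at the top of the closing parts. The rule named the loci CCAT1, EGFR, TP63, SOX2, MYC, ETV4, TXNRD1 and PAK4, up to 5 co-occupied sites by TP63 fold, up to 5 co-occupied sites within 200 kb of these loci, the 3 top-ranked stitched regions of each line, and the gene desert on chromosome 11 that the study used as a control. Peaks of either factor alone within 200 kb of the loci are named as well, which was chosen after their values were seen. The share of bound sites in super-enhancers was set against the share of the genome that these regions cover. Alternatives covered stricter peak thresholds, other definitions of overlap, other stitching distances and rankings, other promoter and motif windows and other chance models. The overlap, stitching, motif and dense-stretch steps were tested on simulated data, where the motif scan found 100 of 100 planted motifs in 300 sequences and 0 in the displaced windows. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyfaidx 0.9.0.4, samtools 1.23.1 and matplotlib 3.10.9. TP63 and SOX2 data of other lines, and expression data, were not analysed here.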

Results

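To describe the enhancer landscape of ESCC and its occupancy by the master factors TP63 and SOX2, peak lists of H3K27ac from 4 ESCC cell lines (KYSE140, KYSE70, TE5 and TT) and of SOX2 and TP63 from TE5 were examined. Each list came from 1 library, so there was no replicate spread to hold a difference between lines against. The reconstructed depth of the H3K27ac libraries was 31.0 M reads in KYSE140, 31.3 M in KYSE70, 31.8 M in TE5 and 35.8 M in TT. The inputs held 29.5, 24.9, 29.3 and 31.8 M reads in the same order. The SOX2 library was shallower, with 17.6 M reads, and the TP63 library held 24.8 M. Taking the most frequent background instead of the lowest moved the KYSE70 depth most among the H3K27ac libraries, to 51.0 M reads.

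The H3K27ac lists held 41364 peaks in KYSE140, 68282 in KYSE70, 77634 in TE5 and 63454 in TT. These peaks covered 29.7 Mb, 70.1 Mb, 73.2 Mb and 54.1 Mb. Median fold enrichment was 5.87 in KYSE140, 6.49 in KYSE70, 5.54 in TE5 and 6.39 in TT. The largest fall under an alternative was in TE5, where a threshold of 5 on −log10 q left 63801 peaks, and TE5 kept the longest and KYSE140 the shortest list under every alternative tried. None of the 6 lists had a peak in the gene desert on chromosome 11 (0 peaks). The study gives no genome build for the desert interval, which was assumed to be on hg19 like the alignment.

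Whether the landscape was common to the lines was asked by overlapping each pair of lists. Of the KYSE140 peaks, 72.1% (95% CI 71.7 to 72.5) overlapped a KYSE70 peak, 73.7% (73.3 to 74.2) a TE5 peak and 73.7% (73.3 to 74.1) a TT peak. In the other direction the shares were lower. KYSE140 peaks overlapped 32.6% (32.2 to 33.0) of the KYSE70 peaks, 29.5% (29.2 to 29.8) of the TE5 peaks and 40.3% (39.9 to 40.7) of the TT peaks. Averaged over both directions, KYSE70 and TE5 overlapped most, at 66.8%, followed by KYSE140 and TT at 57.0%. KYSE70 and TE5 stayed the top pair under each alternative tried, and with the 41364 top peaks of each list the KYSE70 and TE5 value was 74.1%. The second place was less stable: with these top peaks it went to KYSE70 and TT, at 60.9%. Moved lists overlapped by 2.07% to 4.83% on average. Merging all lists gave 112602 regions, of which 61632 (54.7%) were marked in 1 line, 22107 in 2 lines, 11466 in 3 lines and 17397 (15.4%) in all 4 lines. Requiring an overlap of 50% of the peak lowered the median of the 12 pairwise shares most, from 61.4% to 53.5%.

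**Figure D1:**
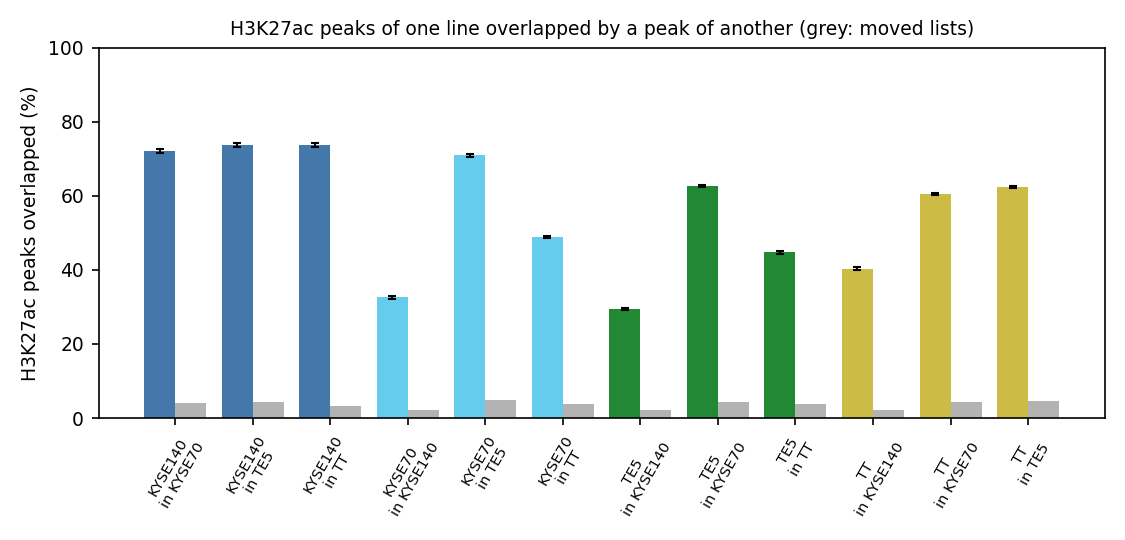
Share of the H3K27ac peaks of each line (percent, vertical axis) that overlapped a peak of another line, for the 12 ordered pairs, with exact 95% confidence intervals as error bars. Grey bars show the mean of 100 moves of the second list along its chromosomes, which stayed between 2.07% and 4.83%, while observed shares ran from 29.5% to 73.7%.

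Stitching gave 17466 regions in KYSE140, 23240 in KYSE70, 23723 in TE5 and 24134 in TT. The rank cutoff set apart 883, 1049, 1200 and 1246 super-enhancers in these lines. They were 5.06%, 4.51%, 5.06% and 5.16% of the regions, and held 28.5%, 35.1%, 38.0% and 34.6% of the summed fold times width. Their median length was 19.7 kb in KYSE140, 41.8 kb in KYSE70, 45.3 kb in TE5 and 30.5 kb in TT. Leaving out peaks within 2.5 kb of a start site lowered the counts most, to 577 in TT and 434 in KYSE140. Super-enhancers of the 4 lines merged into 2186 regions, of which 1060 (48.5%) came from 1 line and 303 (13.9%) from all 4 lines. Of the KYSE70 super-enhancers, 73.4% overlapped a TE5 super-enhancer, against 54.2% for TT and 40.4% for KYSE140.

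The top-ranked region of KYSE140 lay on chromosome 1 (201223780 to 201328315) and covered PKP1 and TNNT2. The next regions in this line lay on chromosome 9 at SHB (37998864 to 38069621) and on chromosome 13 at PCDH17 (58202335 to 58296063). In KYSE70 and TE5 the top-ranked region was on chromosome 17, from 17566107 to 17944639 and from 17565941 to 17887104. It covered RAI1, SREBF1 and TOM1L2 in both lines. The other top regions of KYSE70 lay on chromosome 10 (95070203 to 95258223, MYOF and CEP55) and on chromosome 8 (32081172 to 32200041, NRG1). Those of TE5 lay on chromosome 9 (137214759 to 137336473, RXRA) and on chromosome 7 (75908152 to 76152322, with HSPB1 and YWHAG among 7 protein-coding genes). In TT the top-ranked region was on chromosome 1 (209527741 to 209609244) and held no protein-coding gene. FAT2 (chromosome 5, 150938757 to 151032328) and RXRA (chromosome 9, 137215474 to 137348668) followed.

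Of the loci the study dealt with, 8 were taken up here, and a super-enhancer lay at 27 of the 32 combinations of locus and line. EGFR (chromosome 7, 55086710 to 55279321) had regions of rank 20 in KYSE140, 15 in KYSE70, 13 in TE5 and 41 in TT. In KYSE70 that region ran from 55084411 to 55282168 and held 99 peaks. TP63 (chromosome 3, 189349178 to 189615065) had regions of rank 53, 475, 50 and 15 in the same order of lines. MYC (chromosome 8, 128747680 to 128755197) had ranks of 446, 47, 74 and 179, and ETV4 (chromosome 17, 41605212 to 41656988) had 747, 425, 730 and 90. All of these ranks are super-enhancers, with promoters included. The MYC region of KYSE140 was 1 peak (128746498 to 128751811) over the start of the gene. The calls at loci were not repeated without peaks near start sites. Several of the regions lay beside the gene: the best-ranked MYC regions of KYSE70, TE5 and TT started at 128800732, 128799983 and 128800671, past the end of the gene, the ETV4 regions of TE5 and TT ended at 41563227 and 41562490, below its start, and the TP63 region of KYSE70 (189613679 to 189635982) reached only the end of the gene. With a stitching distance of 5 kb, however, ETV4 had a super-enhancer in 1 line only. SOX2 (chromosome 3, 181429713 to 181432224) had super-enhancers in 3 lines, with ranks of 175 in KYSE140, 992 in TE5 and 303 in TT. The SOX2 regions of KYSE140 and TT held only 3 and 2 peaks. In KYSE70 the SOX2 region ranked 1068 and missed the cutoff of 1049, and with regions within 200 kb all 4 lines had a super-enhancer. TXNRD1 (chromosome 12, 104609557 to 104744085) had super-enhancers in 3 lines, its region ranked 1095 in KYSE140, and a stitching distance of 5 kb made it 4 lines. PAK4 (chromosome 19, 39616410 to 39673456) had a super-enhancer in KYSE70 only, at rank 662 and beside the gene (39561259 to 39576451), and this became 2 lines when regions within 200 kb counted.

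CCAT1 is a lncRNA that the annotation used here does not name, so the interval between PRNCR1 and CASC8 (chromosome 8, 128104846 to 128302052) stood for it. The annotation places lncRNAs PCAT1 and CASC19 across this interval. It held 34 H3K27ac peaks in KYSE140, 19 in KYSE70, 28 in TE5 and 12 in TT. The best-ranked region was a super-enhancer in all 4 lines, of rank 10 in KYSE140 (128201167 to 128281247), 178 in KYSE70 (128202420 to 128289468), 255 in TE5 (128193673 to 128286703) and 1163 in TT (128217464 to 128237997). The cutoff in TT was 1246. With a stitching distance of 20 kb the number of lines was 3, and which lines these were was not analysed here. A SOX2 peak of fold 6.41 (128231166 to 128231737, −log10 q 11.9) lay inside the TE5 super-enhancer, with its summit at an annotated promoter inside PCAT1 and CASC19. A SOX motif lay within 50 bp of that summit. Another SOX2 peak of fold 7.26 (128307004 to 128307229) lay just outside the interval, in an intron of PCAT1 and CASC8. The TP63 list had 0 peaks within 200 kb of the interval. The study reported TP63 and SOX2 at the promoter and super-enhancers of CCAT1, from ChIP-seq signal tracks and ChIP-qPCR, which do not rest on called peaks.

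**Figure D2:**
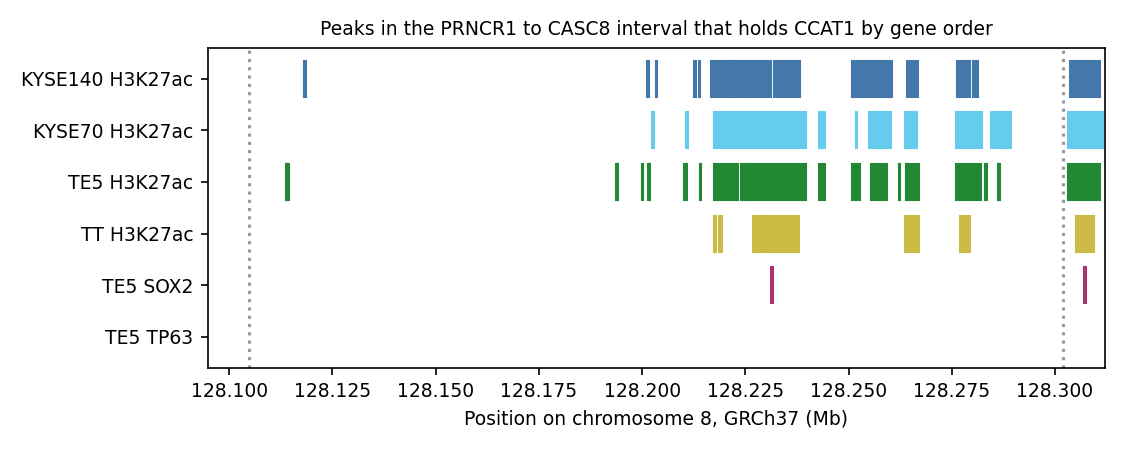
Peaks on chromosome 8 (horizontal axis, GRCh37 position in Mb) in the interval between PRNCR1 and CASC8, marked by dotted lines, that holds CCAT1 by gene order. Each row is a list, and blocks are peaks drawn to scale, with a minimum width for narrow ones. H3K27ac peaks of the 4 lines pile up in the right part, 1 SOX2 peak lies within the interval, and the TP63 row holds 0 peaks there.

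The SOX2 list held 249 peaks with a median fold of 6.94, and the TP63 list held 607 peaks with a median fold of 5.65. Of the TP63 peaks, 343 (56.5%) were densely packed in 11 stretches, while 0 SOX2 peaks were densely packed and 0 lay in those stretches. Values for TP63 are therefore also given for the 264 peaks outside them. The motifs were examined to check the identity of each immunoprecipitation. The SOX motif lay at 134 of 249 SOX2 summits (53.8%, 95% CI 47.4 to 60.1), against 10.8% and 12.4% in displaced windows (exact McNemar p = 2.81e-20). The p53-family motif lay at 73 of 607 TP63 summits (12.0%, CI 9.55 to 14.9), against 1.81% and 1.65% (exact McNemar p = 5.80e-13). Adjusted for the 4 tests of this family, these p-values were 1.12e-19 and 1.16e-12. Neither factor's summits held the other factor's motif beyond the displaced windows (exact McNemar p = 1 for the SOX motif at TP63 and 0.791 for the p53-family motif at SOX2). The p53-family motif lay at 25.8% (20.6 to 31.5) of the 264 TP63 summits outside dense stretches and at 1.46% (0.475 to 3.37) of those inside.

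**Figure D3:**
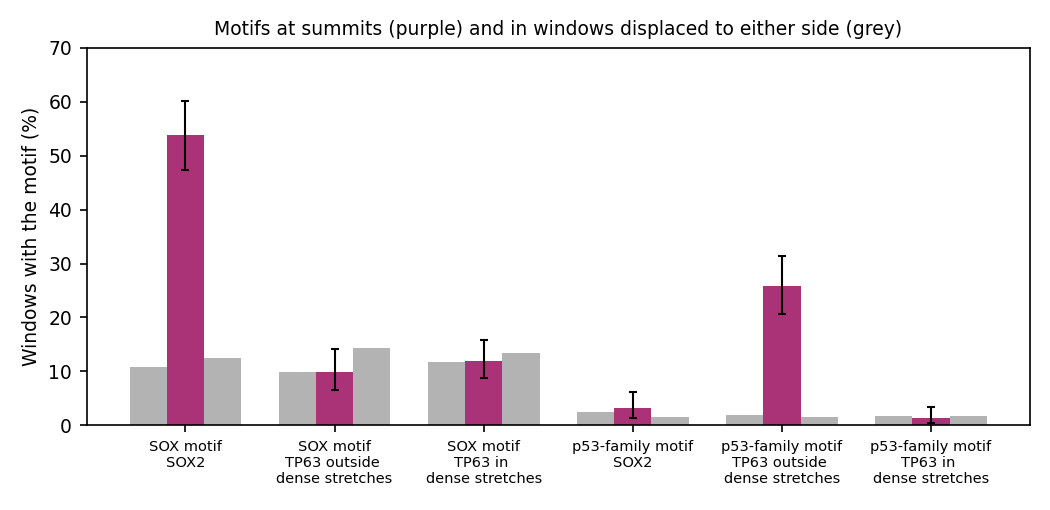
Share of summits with the SOX or p53-family motif within 50 bp (percent, purple, with exact 95% confidence intervals as error bars) and of windows displaced by 1 kb to either side (grey). The SOX motif stands out at SOX2 peaks (53.8%) and the p53-family motif at TP63 peaks outside dense stretches (25.8%), not at those inside (1.46%).

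Most peaks of both factors lay in introns and intergenic sequence. For TP63 the shares were 48.4% (44.4 to 52.5) intronic and 41.0% (37.1 to 45.1) intergenic, and for SOX2 they were 50.6% (44.2 to 57.0) and 34.5% (28.6 to 40.8). The promoter share was 6.43% (4.61 to 8.68) for TP63 and 14.1% (9.99 to 19.0) for SOX2 (Fisher's exact test, odds ratio 2.38, p = 0.000692). Outside dense stretches the TP63 promoter share was 10.98% (7.48 to 15.4), which did not differ detectably from SOX2 (Fisher's exact test, odds ratio 1.33, p = 0.350). With promoters of 2.5 kb either side, the shares rose to 14.8% and 21.7%.

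To ask how far the factors shared sites in TE5, the peak lists were overlapped. Only 2 of 607 TP63 peaks (0.329%, 95% CI 0.0399 to 1.19) overlapped a SOX2 peak. Outside dense stretches this was 2 of 264 (0.758%, 0.0919 to 2.71). With a distance of 10 kb, 3 TP63 peaks had a SOX2 peak nearby, and with 100 kb, 12. When SOX2 peaks were moved along their chromosomes, a mean of 0.033 TP63 peaks overlapped. Of 1000 moves, 33 reached 1 overlap and 0 reached 2. However, 1 of the 2 observed overlaps, on chromosome 21, lay where the input background was 80.6 times the genome-wide one. Moved peaks do not keep to such sequence, so the moves are no fair comparison for that site. When the 219 SOX2 peaks in H3K27ac stitched regions were moved within those regions instead, 89 of 1000 moves reached the observed overlap of 1 peak.

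The co-occupied sites were these. On chromosome 2, in an intron of ANAPC1, a TP63 peak (112398135 to 112398350, fold 7.76) overlapped a SOX2 peak (112398147 to 112398349, fold 7.39). H3K27ac peaks of KYSE70, TE5 and TT covered the site, which held a p53-family motif at the TP63 summit and a SOX motif at neither summit. On chromosome 21, 1079 kb from the nearest protein-coding gene TPTE, a TP63 peak (9827003 to 9827573, fold 1.90) overlapped a SOX2 peak (9826974 to 9827471, fold 1.72) outside all H3K27ac lists. The input background there was 80.6 times the genome-wide background, and neither motif was present. None of the co-occupied sites lay within 200 kb of a named locus (0 sites). At EGFR, MYC, ETV4, TXNRD1 and PAK4, both lists had 0 peaks within 200 kb of the gene. The study reported both factors at the EGFR super-enhancers, from ChIP-seq signal tracks and ChIP-qPCR. A missing peak in these short lists does not contradict that. Near TP63, a TP63 peak of fold 6.53 (chromosome 3, 189551861 to 189552073) lay in an intron of the gene and a SOX2 peak of fold 3.72 (189626566 to 189626856) beyond its end, both inside the TE5 super-enhancer of rank 50. A SOX2 peak of fold 8.94 (chromosome 3, 181625808 to 181626170) lay 194 kb from SOX2 in intergenic sequence.

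Median fold was 4.83 at the 2 co-occupied and 5.65 at the 605 unique TP63 peaks (exact permutation test, p = 0.464). For SOX2 it was 4.55 at the 2 co-occupied and 6.95 at the 246 unique peaks (exact permutation test, p = 0.119). Neither difference passed 0.05, and with 2 sites the co-occupied class has little to show. Counting SOX2 peaks within 1 kb as co-occupied made 3 such peaks, with a median fold of 2.21 (exact permutation test, p = 0.00544). These 3 SOX2 peaks lay at only 2 TP63 peaks, so the test counted neighbouring peaks of a site as separate. The lowest of them, of fold 1.72, was the chromosome 21 peak with the raised input background, which by itself lowers fold.

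H3K27ac at the bound sites was compared next. In TE5, 204 of 249 SOX2 peaks (81.9%, 95% CI 76.6 to 86.5) and 142 of 607 TP63 peaks (23.4%, 20.1 to 26.97) lay inside an H3K27ac peak (Fisher's exact test, odds ratio 14.8, p = 5.03e-58). Outside dense stretches the TP63 share was 49.2% (43.1 to 55.4), still below SOX2 (Fisher's exact test, odds ratio 4.67, p = 6.09e-15). Inside them it was 3.50% (1.82 to 6.03). At the SOX2 peaks of TE5, H3K27ac of KYSE70 covered 78.3% (72.7 to 83.3), of TT 49.4% (43.0 to 55.8) and of KYSE140 32.9% (27.1 to 39.1). With the 41364 top peaks of each list these shares were 75.5%, 47.4% and 32.9%, beside 76.7% for TE5. When H3K27ac within 500 bp counted, KYSE140 (57.0%) was level with TT (58.2%), below KYSE70 (85.9%) and TE5 (89.6%). At TP63 peaks outside dense stretches the shares were 50.8% for KYSE70, 48.5% for TT and 22.0% for KYSE140, and with the 41364 top peaks they were 39.0%, 42.4% and 22.0%, beside 41.3% for TE5.

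**Figure D4:**
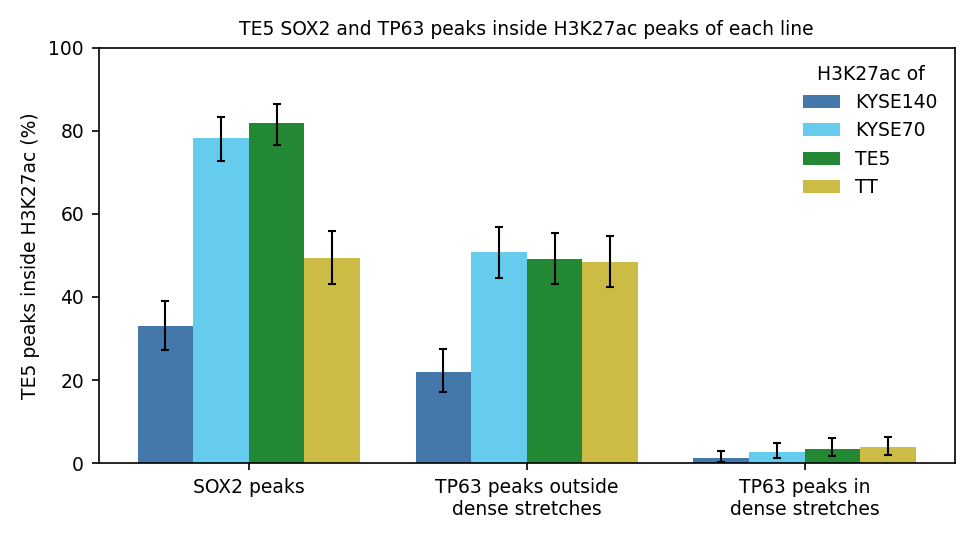
Share of TE5 SOX2 and TP63 peaks (percent, vertical axis) inside an H3K27ac peak of each line (colours), with exact 95% confidence intervals as error bars. SOX2 peaks were covered most in TE5 (81.9%) and KYSE70 (78.3%), while TP63 peaks in dense stretches were covered in 1.17% to 3.79%.

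The last comparison asked whether super-enhancers were bound more often than typical enhancers in TE5. TP63-unique peaks lay in 45 of 1200 super-enhancers (3.75%) and in 89 of 22523 typical enhancers (0.395%), an odds ratio of 9.82 (Fisher's exact test, p = 2.81e-25). SOX2-unique peaks lay in 63 (5.25%) and 145 (0.644%), an odds ratio of 8.55 (Fisher's exact test, p = 6.17e-32). Adjusted for the 3 classes, these p-values were 4.21e-25 and 1.85e-31. Co-occupied sites lay in 0 super-enhancers and in 1 typical enhancer, which is too few to compare that class. Super-enhancers are longer, and per length no difference was detectable. TP63-unique peaks numbered 0.793 per Mb of super-enhancer and 0.783 per Mb of typical enhancer, a ratio of 1.01 (exact binomial test, p = 0.931). Outside dense stretches the ratio was 1.18 (exact binomial test, p = 0.365). For SOX2-unique peaks the densities were 1.12 and 1.16 per Mb, a ratio of 0.969 (exact binomial test, p = 0.886).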

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

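Restricting TP63 to peaks outside dense stretches was chosen after the results were seen, and the other alternatives were planned. No paired analysis was possible because each group has 1 library, and for the same reason no replicate was left out. Of the 92 alternatives to the main comparisons, 75 kept their value or call and the other 17 are given here. Some of the 75 could not change, so the count overstates stability. The unique classes do not depend on how co-occupied peaks were defined, and the co-occupied class was too small to move. Among 61 further alternatives, to single pairs of lines, to loci and to the chance level of the TF overlap, 39 moved and 22 did not.

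Counts of H3K27ac peaks stayed within 1.5 times of the reported ones under a stricter q, a fold of at least 4 and the merging of close peaks, with the order of the lines kept. The share of TP63 peaks overlapping SOX2 stayed within its confidence interval under the 5 alternatives run, from 0.329% to 0.758%. Its chance level was higher inside H3K27ac regions, where fewer SOX2 peaks (219 of 249) were moved: at least 1 overlap arose in 89 of 1000 moves there and in 33 of 1000 along chromosomes, and at least 2 in 2 and 0 moves. The motif excesses held under each alternative window and background.

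The depths of KYSE70 and SOX2 rose to 51.0 and 32.3 M reads with the most frequent background, because that value is a local background above the genome-wide one in these lists. The median pairwise share of H3K27ac peaks moved from 61.4% to 53.5% when 50% of a peak had to overlap and to 64.4% with equal numbers of top peaks. The TP63 share inside TE5 H3K27ac moved from 23.4% to 28.1% with a −log10 q of at least 5, to 19.4% with equal numbers of top peaks and to 49.2% outside dense stretches. The SOX2 share moved from 81.9% to 89.6% when H3K27ac within 500 bp counted. Promoter shares moved to 14.8% (TP63) and 21.7% (SOX2) with the wider promoter, which by construction takes in more summits, and to 10.98% for TP63 outside dense stretches.

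Leaving out peaks near start sites lowered the super-enhancer counts to 434 in KYSE140, 760 in TE5 and 577 in TT, since fewer peaks enter the regions. Other stitching distances and rankings kept each count within 1.5 times. The preference of TP63-unique and SOX2-unique sites for super-enhancers was not detectable once region length was taken into account: per Mb the ratios were 1.01 and 0.969, the latter below 1. The odds ratios held under the other stitching distances and for TP63 outside dense stretches. Set against the genome, the share of sites in super-enhancers was 4.06 times (TP63-unique) and 14.1 times (SOX2-unique) the share covered. For TP63-unique sites outside dense stretches it was 9.37 times. These ratios leave out typical enhancers, so they do not bear on a preference between the classes of region. The lower fold of co-occupied SOX2 peaks passed 0.05 only when peaks within 1 kb counted, with a difference of -4.73. In that setting neighbouring SOX2 peaks of a site counted as separate. The lowest of the 3 peaks, of fold 1.72, lay on chromosome 21, where the input background was 80.6 times the genome-wide one. Fold is a ratio to the local background, so the difference cannot be read as a property of co-occupancy.

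The SOX2 library held 17.6 M reads and the TP63 library 24.8 M, and the small overlap is that of called peaks. How many sites deeper libraries would add was not tested.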

Other observations

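All tests in this part were chosen after the result was seen, except those on gained bins and on fold enrichment at common sites, which were set before their values were computed.

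The share of TP63 peaks overlapping a SOX2 peak here was 0.329%. The study described a much larger overlap in TE5. Dilution by the dense stretches does not account for it, since the share outside them was 0.758%. Weak TP63 peaks do not either, because among the 73 TP63 peaks with a p53-family motif 1 overlapped SOX2 (1.37%, 95% CI 0.0347 to 7.40). SOX2 sites that hold a SOX motif but fell under the threshold would give an excess of that motif at TP63 summits. Outside dense stretches 9.85% of the summits held one, no more than the displaced windows (9.85% and 14.4%). This argues against many shared sites of that kind only. SOX2 bound without its motif would escape the test: 53.8% of SOX2 summits held the motif, and neither summit of the co-occupied site at ANAPC1 did. The study also built a consensus of peaks from several lines, which was not analysed here, and the reason for the gap stays open.

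Of the TP63 peaks, 343 of 607 were packed into 11 stretches, and the median fold inside was 5.57 against 6.25 outside. The largest numbers were 115 peaks in 4 stretches of chromosome 8 and 72 peaks on chromosome 7 (86212780 to 87966324). Binding by TP63 is argued against, since 1.46% of these summits held the p53-family motif. A copy gain that the TE5 input shares is argued against for most of them: the median input background at these peaks was 1.01 times the genome-wide one, although 4 stretches with 78 peaks lay above 1.5 times. Centromeres and long assembly gaps cover part of the pattern, with 40.5% of the peaks in 5 stretches within 3 Mb of a gap, but 204 peaks in 6 stretches of chromosomes 7, 8 and 20 lay farther away. A swap with another line of the series is argued against, since 0 other lines had raised input in every stretch that could be measured, although only 2 to 4 stretches per line could be. Extra copies in the cells of the TP63 library that the TE5 input lacks remain a candidate explanation. Only 3.50% of these peaks overlapped TE5 H3K27ac, as chance peaks on raised background would. Other origins without specific binding could give a low share too, so this value does not single out extra copies. Of the 151 with genome-wide input background, 54 scaled to the SOX2 depth would reach the lowest pileup of SOX2 peaks on the same background, and the SOX2 list held 0 peaks there.

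A related test asked whether the TP63 library follows the TE5 copy-number profile. The local background at H3K27ac peaks gives the input coverage in 1 Mb bins, and 28 of 1750 bins were at least 2-fold above the TE5 median. Of the TP63 peaks outside dense stretches, 2.93% (95% CI 1.08 to 6.26, n = 205) lay in these bins, against 9.22% (5.72 to 13.9, n = 217) of the SOX2 peaks (Fisher's exact test, two-sided, p = 0.00800). A TP63 library from cells that lack part of these gains could give this difference, but the test cannot decide it. The TE5 H3K27ac library had 1.63% of its peaks in these bins, which were 1.6% of all bins. A library of the line thus need not show excess peaks there, and the TP63 share was not low in itself. A preference of SOX2 for sites in these bins would give the same difference and was not separated from it.

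KYSE140 had the fewest H3K27ac peaks. The condition set for a depth effect, the lowest depth of the 4 lines, was met, but KYSE70 was only 1.01 times deeper and had 1.65 times as many peaks, which argues against depth as the main reason. At the 17397 sites marked in all lines, the median of the highest fold was 8.38 in KYSE140, against 19.4 in KYSE70, 16.6 in TE5 and 16.7 in TT. A weaker enrichment of that immunoprecipitation may therefore explain the short list, and a lower level of the mark in these cells would look alike, since 1 library per line does not separate them. Sites absent from KYSE140 are best read with that in mind.

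The input coverage of KYSE70 and TE5 was alike in a way that no other pair was. Over 1574 bins, Pearson's r of the log2 coverage ratio was 0.775 (Spearman's rho 0.724), against at most 0.393 (rho 0.423) for the 5 other pairs. Bins are not independent, and no p-value is given. Of bins at least 2-fold gained, 15 were gained in both lines, out of 19 in KYSE70 and 26 in TE5, where 0.314 would be shared by chance. They include the start of chromosome 18, at 7.07 and 7.30 times the median, where KYSE140 was at 1.27 and TT at 1.00, and chromosome 10 from 27000001 to 30000000. Other shared bins were gained elsewhere too: on chromosome 18 from 3000001 to 4000000, TT was at 25.1 times against 3.33 in KYSE70 and 3.67 in TE5, and on chromosome 1 from 144000001 to 145000000 TT was at 3.90. Part of these bins lie on chromosome 3 between 179000001 and 187000000, where KYSE140 had gains as well, and the other pairs shared up to 8 gained bins (KYSE140 and TT, 0.730 by chance). A bias common to all inputs is argued against by the r of at most 0.393 elsewhere. Reading all lines only at the sites marked in every line left the r of this pair at 0.689 and the others at 0.190 to 0.369. Cells of common origin, or a mix-up of cultures or libraries, remain a candidate explanation: 57.7% of the bins gained in TE5 and 78.9% of those in KYSE70 were gained in both. The H3K27ac overlap of this pair, 66.8%, and the cover of TE5 SOX2 peaks by KYSE70 H3K27ac, 78.3%, were the highest between lines, but TP63 peaks outside dense stretches were covered alike by KYSE70 (50.8%) and TT (48.5%). The study states that its cells had been authenticated by short tandem repeats, which speaks against a mix-up of cultures. Genotypes of these libraries were not analysed here, and separate lines with recurrent gains of squamous cancers stay possible.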
